A study of Mus musculus with 39 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

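RNA of epididymal adipose tissue was measured on 39 Agilent one-colour arrays of 45220 spots, of which 43803 were not controls and 153 were negative controls. The arrays were 11 LFC, 10 HFC, 6 HF5, 6 HF20 and 6 HF75, on 32 slides, 7 of them with a pair of these arrays, scanned on 13 dates. Scan date ran with time point, so most comparisons of diets lie within a date and most comparisons of time points do not. Exceptions were the LFC week 3 array, scanned on a date of its own, and week 6, scanned on 2 dates. The arrays of days 1 to 14 were scanned in a later period than those of weeks 0 to 18.

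Per the file headers, the scanner files hold intensity values that Feature Extraction 10.5.1.1 had background-subtracted and detrended within each array, with no normalisation between arrays, and annotation on mouse build mm9. The authors' deposited table gives log2 differences from the LFC array of the same time point after normalisation in GeneSpring GX, rounded to 2 decimals, with the LFC columns all 0. Its 40628 probes were compared with differences computed from the scanner files on 28 arrays, and r was 0.992 to 1.00 across probes. The authors' table was used as an alternative for comparisons between diets and could not serve for change within LFC.

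The processed signal was log2 transformed and the 75th percentile of the array's log2 signal was subtracted. Spots marked as outliers were set to missing, and the spots of a probe (2775 probes have more than 1) were averaged. A probe was tested if it was well above background on at least 10 of 20 arrays for HFC against LFC and for late against early of the diet effect, 6 of 30 for weeks 3 to 18, and 5 of 11 for LFC. Differences were tested by limma 3.58.1 in R 4.3.3 with moderated variance, two-sided, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. The least squares step allowed for missing values and was checked to equal limma's own. Time point was a block in comparisons of diets, and there was 1 array per diet and time point. Tables were read with the data.table package (version 1.17.8), pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, and drawn with matplotlib 3.10.9. The paper describes repeated experiments, while the files hold 1 array per diet and time point. The paper's t-test compared replicate control values with replicate treated values at each time point, which these files do not allow. In its place, and called the methods' t-test here, a plain two-sided t-test with pooled variance was made between the HFC and the LFC arrays. It took the time points as replicates and did not use the pairing by time point.

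The comparisons were HFC against LFC over 10 time points, HFC against LFC, each dose and the mean of 3 doses against HFC over weeks 3 to 18, late against early of the HFC minus LFC difference, and late against early within LFC. For each comparison up to 5 genes per direction were named, those with the largest difference among probes past the threshold with the same sign at every time point, 1 probe per name. Where fewer than 3 passed, the 3 smallest p were named. The gene with the smallest p of each passing list was added. Genes of the immunoglobulin group were taken from the names of 43 probes, of which 32 were tested. Accessions were matched to a reference table of gene symbols on GRCm38.p6, used for names only. Of 40628 probes 28136 matched (69.3%), 24239 with the same name and 3897 with another, and the file's name was kept otherwise. Chromosomes are those of the array annotation.

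A probe not well above background on any array of 1 group gives only a bound, which holds for the main processing and includes no error of the means. The mean normalised log2 signal of the bright group's arrays was set against the mean over the dim group's arrays of the higher of the dim probe's own signal and the lowest signal among probes well above background on that array, and the difference is given as a fold.

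The lists fixed in advance were 10 lists of tissue processes (macrophage and inflammation, adipocyte, de novo lipogenesis, fat pad expansion, extracellular matrix, oxidative phosphorylation, cholesterol synthesis, cell cycle, circadian clock and immediate early genes), lists of other tissues (epididymis, testis, skeletal muscle, liver, lymphoid, brain, brown fat, blood, pancreas, mesothelium and the visceral and subcutaneous depots), of sex (male and female) and of the study's liver paths. A total of 10 genes of the lists were not on the array. Lep was in both the adipocyte and the fat pad expansion list, and Wt1 and Upk3b in both the visceral depot and the mesothelium list. A second subcutaneous list (5 genes) and a second visceral list (7 genes) were added after the depot pattern was seen. Each gene was represented by its brightest probe. Lists were tested by camera with the preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives, and by exact permutation tests on the list median per array. Random lists for the liver paths were matched in 20 expression bins. The cross-fitted correlation split the weeks into 3, 9 and 15 against 6, 12 and 18, and 20 simulations gave the correlation that a shared control produces.

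A total of 114 alternatives were set before the data were examined. They included normexp background correction (offset 50) with quantile scaling, quantile scaling alone, median scaling, no filter on dim probes, probes well above background on every array, slide as a random block (correlation estimated on 4000 probes), trend and robust moderation, array weights, the authors' table, an added 2-fold threshold, no block, a linear trend over days, day 14 and week 0 averaged, and leaving out each time point. Leaving out the LFC week 3 and HFC week 12 arrays, leaving out weeks 3 and 12 in the cross-fitted correlation, keeping outlier spots, and setting week 0 alone against weeks 3 to 18 within LFC, which lie in 1 scan period, were added after the data were seen. So were all alternatives for the gene lists late against early, and the immunoglobulin and cell cycle differences without the LFC week 3 and HFC week 12 arrays. Recovery was tested on simulated data with 200 changed probes per comparison, 50 simulations of lists (for HFC against LFC over 10 time points only, with an assumed correlation of 0.5 between genes), and 10 of the cross-fitted correlation. Splits of the arrays into other groups were drawn up to 100 per comparison, and intervals on the dim probes used 1000 bootstraps. Groups of 6 and 10 arrays were screened for single distant arrays by Dixon's test. Tests within a time point between diets were not made, since there is 1 array per diet. The study's own network of processes was not recomputed. Liver arrays are not analysed here.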

Results

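Gene expression was measured in epididymal adipose tissue of C57BL/6J mice on 39 one-colour Agilent arrays. The low fat control diet (LFC, 10% of calories from fat) was represented by 11 arrays, taken at days 1, 6, 10 and 14 and at weeks 0, 3, 6, 9, 12, 15 and 18. The high fat, high sucrose diet (HFC, 60% of calories from fat) was represented by 10 arrays, from day 6 on. The same high fat diet with 5, 20 or 75 µg of KAL-1, an ethno-botanical formulation, was represented by 6 arrays per dose (HF5, HF20 and HF75), at weeks 3 to 18. The series record speaks of biological replicates of each diet, but the files hold 1 array per diet and time point. There were thus no replicates within a time point here, and the time points of a diet served as its replicates. Some array titles carry an R, with or without a number, which may mark a replicate or a repeat. The labels do not define this mark. At week 6 only the HF20 array has a number after the R. The labels do not say whether an array is a pool or how many mice it held, so each value stands for 1 array. Each array carried 40628 probes for 29411 gene names, and the number of arrays limits the precision of every value.

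On 37 of the arrays, 53.7% to 79.6% of the spots were well above background, 21 to 387 spots were marked as outliers by the scanner software, and the median Spearman correlation with the other arrays was 0.897 to 0.947. The LFC week 3 array had 97.1% of its spots well above background, 16431 outlier spots and a median correlation of 0.456. The HFC week 12 array had 94.5%, 10531 and 0.801. Both arrays were kept, with outlier spots removed. The limma counts, the camera tests of the gene lists and the immunoglobulin and cell cycle differences were repeated without them. The 75th percentile of the signal ranged from 119 to 1472 intensity units over the other 37 arrays, and it was 410 on the LFC week 3 array and 1515 on the HFC week 12 array.

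**Figure D1:**
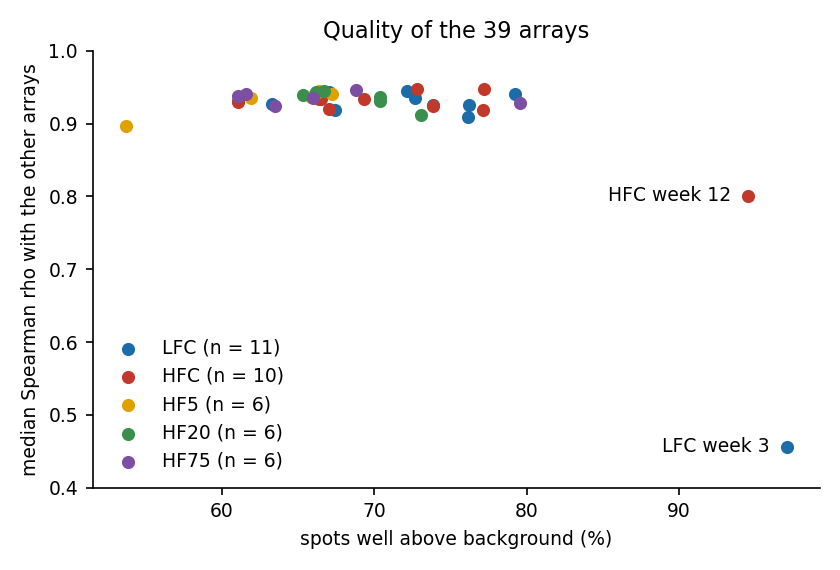
Percent of spots well above background (x axis) against the median Spearman correlation with the other arrays (y axis), 1 point per array, coloured by diet. The LFC week 3 and HFC week 12 arrays lie at 97.1% and 94.5% of spots, away from the other 37.

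The first comparison, HFC vs LFC over 10 time points (20 arrays), asked how the high fat, high sucrose diet changed expression relative to the control diet. By limma, with time point as a block, 0 of 29168 probes passed an adjusted p of 0.05. The number of probes with an unadjusted p under 0.05 was 889 (3.05%), where 1458.4 are expected by chance, and the smallest adjusted p was 0.998. The methods' t-test, which stands in for a test within time points, was unpaired over the 20 arrays and so kept the spread between time points. It gave 383 probes at p under 0.05 (178 higher and 205 lower on the high fat diet) and 0 after Benjamini-Hochberg adjustment. The number passing stayed 0 in every alternative by adjusted p. The number at p under 0.05 moved most with array weights (2068), and it was 1940 without the LFC week 3 and HFC week 12 arrays and 1768 without week 12. Adjusted over the list alone, 0 of 156 genes of the lists fixed in advance passed (12 at p under 0.05, smallest adjusted p 0.130), and 0 of them passed over all probes. The median standard error was 0.29 log2. In simulated data of the same size, limma recovered 7.50% of probes changed by 1 log2, 76.5% at 2 and 92.5% at 3, so single-gene changes near 2-fold were mostly not detectable with these arrays.

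As no probe passed, the 3 with the smallest p are given. Trem1 (chromosome 17) differed by -1.79 log2 on HFC against LFC (SE 0.34, unadjusted p 0.000225 by limma, two-sided, adjusted p 0.998, lower in 9 of 9 pairs). Its normalised signal averaged -5.70 ± 1.58 on HFC (SD, n = 9) and -4.15 ± 1.36 on LFC (SD, n = 10), with 4 and 9 arrays well above background. ENSMUST00000103362, an immunoglobulin kappa variable segment, differed by -1.54 (SE 0.30, lower in 10 of 10 pairs), and LOC100045341 by -1.51 (SE 0.30, lower in 9 of 9 pairs). The adjusted p of both was 0.998, so the 3 do not pass.

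The second group of comparisons used weeks 3 to 18, when all 5 diets were sampled, in 1 limma fit of 30 arrays and 31450 probes with time point as a block. It asked whether the diet effect was seen in those weeks, and what each KAL-1 dose changed on the high fat diet. With limma, 0 probes passed for HFC against LFC (725 at p under 0.05, smallest adjusted p 1.00), 0 for HF5 against HFC (1076, 0.954), 0 for HF20 against HFC (1523, 0.780), 0 for HF75 against HFC (472, 1.00) and 0 for the mean of the 3 doses against HFC (549, 1.00). Chance gives 1572.5 at p under 0.05. The alternative that moved these counts most was leaving out week 3, with 1 probe passing for the mean of 3 KAL-1 doses vs HFC over weeks 3 to 18, lower on KAL-1, and 2955 at p under 0.05. For HF20 vs HFC over weeks 3 to 18 the number at p under 0.05 rose to 7124 without week 3 and was 430 without week 18, with 0 passing in either case. Adjusted over the list alone, 0 of 158 genes passed in each of the 5 comparisons, against 0 over all probes, with 22, 6, 19, 8 and 5 genes at p under 0.05 in the order above. In simulated data 2.0% of probes changed by 1 log2 and 60.5% at 2 were recovered for the diet, and 17.0% and 79.5% for the mean of the doses.

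The 3 probes with the smallest p in each of these comparisons do not pass. For HFC against LFC they were LOC100044608 at -2.24 log2 (SE 0.58, lower in 5 of 6 weeks), Aurkb (chromosome 11) at 1.57 (SE 0.44, higher in 5 of 6) and Olfr340 at 2.34 (SE 0.65, higher in 4 of 4 with a value). For HF5 against HFC they were A930041I02Rik (Scai in the reference table) at -0.92 (SE 0.18, lower in 6 of 6 weeks), Gm4992 at -1.18 (SE 0.25, 6 of 6) and Lin7b (chromosome 7), which was at no time well above background on HF5 and was at least 3.42-fold lower there (6 of 6). For HF20 against HFC they were 4930485B16Rik, not well above background on any HF20 array and at least 4.21-fold lower (5 of 5), Trim59 at -1.68 (SE 0.42, 6 of 6) and Cdh20 at -1.46 (SE 0.36, 5 of 6). For HF75 against HFC they were Ccrl1 (Ackr4 in the reference table) at -2.32 (SE 0.59, 6 of 6), BC034076 at -1.67 (SE 0.43, 6 of 6) and Sfrp5 at -1.54 (SE 0.41, 5 of 5). For the mean of the doses they were Lin7b at -1.84 (SE 0.45, 6 of 6), Slc17a6 at -2.28 (SE 0.58, 5 of 6) and Ces2 (Ces2c in the reference table) at -1.57 (SE 0.40, 5 of 6). At week 6 the visceral depot list lay at -1.36 on HF20 and -5.38 on HFC, so this pair may differ in tissue as well as dose. Without week 6 the HF20 difference of 4930485B16Rik shrank from -2.75 to -1.93 log2, less than its bound, which includes week 6. That of Cdh20 shrank from -1.46 to -1.003 without week 6, while that of Trim59 shrank most without week 18 (-1.41). The HF20 week 6 array also enters the mean of the doses.

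The late vs early difference of the HFC minus LFC effect was tested by limma on the 10 paired differences, to ask whether the diet effect differed between days 6, 10 and 14 with week 0 (early) and weeks 3 to 18 (late). Here 0 of 29168 probes passed, with 1499 at p under 0.05 against 1458.4 expected and a smallest adjusted p of 0.249. Leaving out week 3 gave 2956 at p under 0.05 and leaving out day 14 gave 525, with 0 passing in both. Adjusted over the list alone, 0 of 156 genes passed, against 0 over all probes, with 20 at p under 0.05. The median of all probes was 0.15 log2 late against early, and relative values are given for the lists. The probes with the smallest p do not pass: Gm4755 at 3.16 log2 (SE 0.41, adjusted p 0.249), LOC100040084 at 4.58 (SE 0.61, adjusted p 0.249) and LOC100040160 at 3.24 (SE 0.63, adjusted p 0.841). In simulated data 5.50% of probes changed by 2 log2 and 41.0% at 3 were recovered.

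Change with time on the control diet, late vs early within LFC, was taken as the background for the diet effects, with 6 late LFC arrays (weeks 3 to 18) against 5 early ones (days 1 to 14 and week 0). By limma 149 of 30418 probes passed, 82 higher and 67 lower late, with 1680 at p under 0.05 against 1520.9 expected and a smallest adjusted p of 0.00483. Of the 5 early arrays, 4 were scanned in a later period than all the others, so within 1 scan period only the week 0 array can be set against the 6 late ones. That limma fit, in which the lone early array is assumed to vary like the late ones, gave 0 passing probes and 301 at p under 0.05, and all 149 probes had the same direction there. Their median was 3.41 for the higher and -2.50 for the lower probes, against 3.88 and -2.65 over the 11 arrays, though week 0 also had a part in choosing them. A linear trend over days gave 0 passing probes and 1588 at p under 0.05, and leaving out 1 time point gave 50 (without day 6) to 213 (without week 3). The count also moved by more than 1.5 times without day 1 (90), day 10 (84), day 14 (81), week 0 (93), week 9 (82), week 12 (78) and week 18 (99). With outlier spots kept the split was 70 higher and 12 lower, with array weights 127 and 197, with normexp 28 and 38, with quantile scaling 42 and 25, with median scaling 54 and 24, and with probes well above background on every array 13 and 27. The median of all probes was -0.09 late against early, and -0.25 under quantile and -0.26 under median scaling. Adjusted over the list alone, 12 of 156 genes passed, all of them lower (smallest adjusted p 0.000557), against 8 over all probes, with 22 at p under 0.05. In simulated data 16.5% of probes changed by 2 log2 and 67.0% at 3 were recovered.

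The 5 probes named for a rise were of immunoglobulins or similar to them, and several were near the background early, so their differences and their order depend on how background is treated. ENSMUST00000103364, a kappa variable segment, rose by 5.12 log2 (SE 0.65, adjusted p 0.00721 by limma), from -7.87 ± 1.37 (SD, n = 5) early to -2.75 ± 0.79 (SD, n = 5) late, and was higher in 5 of 5 late time points with a value than the early mean. ENSMUST00000103535, a heavy chain variable segment, rose by 5.08 (SE 0.70, adjusted p 0.00878, 6 of 6). LOC676175, described as similar to a kappa chain, rose by 4.81 (SE 0.74, adjusted p 0.0134, 6 of 6), LOC100045391, similar to an alpha chain, by 4.59 (SE 0.67, adjusted p 0.0114, 6 of 6) and LOC100047628, an immunoglobulin-like prediction, by 4.57 (SE 0.71, adjusted p 0.0176, 5 of 5). Over the alternatives the adjusted p of these probes ranged over 0.00598 to 0.0547, 0.000938 to 0.662, 0.00736 to 0.681, 0.00928 to 0.212 and 0.00895 to 0.111, in that order. Of the 5 early arrays 1, 1, 2, 3 and 4 were well above background, in that order, and with normexp the rises were 1.25, 1.14, 1.11, 1.102 and 2.01 log2, none of them passing. LOC676175 did not pass without day 6 (adjusted p 0.0519), and LOC100047628 did not pass without day 6 (0.0519) or week 0 (0.0508).

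The largest falls were in cell division genes. 6720460F02Rik (Pimreg in the reference table) fell by 3.70 log2 (SE 0.56, adjusted p 0.0152, 5 of 5 late time points lower), from -0.50 ± 0.79 (SD, n = 5) to -4.20 ± 1.05 (SD, n = 5). Pbk (chromosome 14) fell by 3.37 (SE 0.60, adjusted p 0.0289, 6 of 6), from -0.15 ± 0.28 (SD, n = 5) to -3.52 ± 1.40 (SD, n = 6). The other 3 were not well above background on any late array, so only a bound holds. 2610002D18Rik (Aunip in the reference table, chromosome 4) was at least 13.8-fold lower (adjusted p 0.0247, 5 of 5), Esco2 (chromosome 14) at least 7.85-fold lower (adjusted p 0.0242, 5 of 5) and Cenpm (chromosome 15) at least 9.22-fold lower (adjusted p 0.0134, 5 of 5). These bounds hold for the main processing only. With normexp the differences were -1.06, -0.57 and -0.80 log2, in that order, less than the bounds. Over the alternatives the adjusted p ranged over 0.00515 to 0.129 for 6720460F02Rik, 0.00184 to 0.104 for Pbk, 0.0129 to 0.838 for 2610002D18Rik, 0.00968 to 0.970 for Esco2 and 0.00644 to 0.970 for Cenpm. Leaving out single time points lost several calls. For Pbk the adjusted p was 0.0531 to 0.104 without any of the time points other than weeks 3 and 12, highest without day 6. For Esco2 it was 0.0532 to 0.0706 without days 1, 6, 10 or 14 or weeks 0, 6 or 18. For 2610002D18Rik it was 0.0519 to 0.0724 without days 1, 6, 10 or 14 or weeks 12, 15 or 18. For 6720460F02Rik it was 0.0521 without day 6 and 0.0502 without day 14. Cenpm passed without each of them.

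The median of the 32 immunoglobulin probes tested was -4.71 ± 0.90 (SD, n = 4) on the LFC arrays of days 1 to 14, -4.33 on the week 0 array and -0.999 ± 0.898 (SD, n = 6) on the late arrays. The late minus early difference was 3.64 log2 on LFC (exact permutation p 0.00216, two-sided, 462 splits) and 2.16 on HFC (exact p 0.0429, 210 splits). The immunoglobulin group was not among the lists fixed in advance, and immunoglobulin probes were the largest named rises on these same LFC arrays. Its p on LFC is thus no independent test, while the HFC arrays are other arrays. Without the LFC week 3 and HFC week 12 arrays the immunoglobulin list median differed by 3.75 on LFC (exact p 0.00794) and 2.07 on HFC (exact p 0.0714, not past the threshold). The cell cycle list changed by -2.04 on LFC (exact p 0.00433) and by -1.90 on HFC (exact p 0.00476), and without those arrays by -2.12 and -2.03 (exact p 0.00794 for each).

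**Figure D2:**
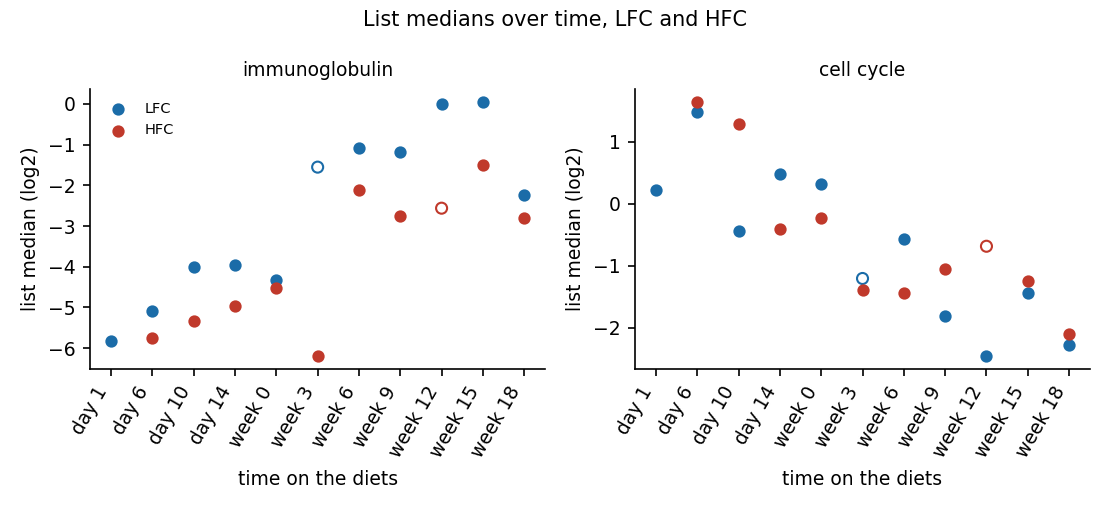
Median normalised log2 signal of the immunoglobulin probes and of the cell cycle list (y axes) at each time point (x axis) on the LFC and HFC arrays, with the LFC week 3 and HFC week 12 arrays as open circles. The late minus early difference was 3.64 for the immunoglobulin probes and -2.04 for the cell cycle list on LFC.

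Gene lists written in advance were tested by camera with its preset correlation, over 10 lists per comparison. For HFC against LFC 5 lists passed. The macrophage and inflammation list had a median of 0.33 log2 (adjusted p 0.00190, 16 of 22 genes and 6 of 10 pairs higher), fat pad expansion 1.30 (3.48e-07, 5 of 8 genes and 9 of 10 pairs), extracellular matrix 0.44 (0.000292, 17 of 18 genes and 7 of 10 pairs) and cell cycle 0.29 (0.00571, 13 of 16 genes and 6 of 10 pairs). The de novo lipogenesis list had a median of -0.31 (0.0349, 4 of 15 genes and 5 of 10 pairs higher). The lists that did not pass were adipocyte (0.21, adjusted p 0.285), oxidative phosphorylation (0.11, 0.755), cholesterol synthesis (-0.06, 0.755), circadian clock (0.08, 0.755) and immediate early (-0.29, 0.210). The circadian clock list had a positive median and a negative mean and test direction. No list passed under fry, the alternative that moved the number most, and none with an estimated correlation. Without week 12 the macrophage (adjusted p 0.469), de novo lipogenesis (0.819, median 0.03), extracellular matrix (0.145) and cell cycle (0.317) lists did not pass, and the adipocyte (0.0147), oxidative phosphorylation (0.00386) and immediate early (4.25e-05) lists did. Without day 10 the macrophage (0.131) and cell cycle (0.110) lists did not pass, and without week 18 the cell cycle list did not (0.0590). De novo lipogenesis did not pass without day 6 (0.0966), week 6 (0.219), week 9 (0.0973), week 15 (0.157) or week 18 (0.0724). Without week 3 the oxidative phosphorylation list reversed to -0.16 and passed (0.0456). The adjusted p over all alternatives ranged over 3.35e-05 to 0.638 for macrophage, 6.89e-05 to 0.915 for de novo lipogenesis, 1.36e-08 to 0.289 for fat pad expansion, 5.75e-07 to 0.736 for extracellular matrix and 9.66e-07 to 0.638 for cell cycle.

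The exact permutation test on the list medians per pair (1024 sign flips, two-sided) gave its smallest p, 0.0273, for fat pad expansion (mean of the pair medians 1.29 ± 1.71, SD, n = 10). Its adjusted p over the 10 lists was 0.273, and no list passed. In simulated lists with no shift and a correlation of 0.5 between genes, camera with the preset correlation called 34.4% of 500 lists and fry 1.6%. With a shift of 1 log2 they called 97.2% and 78.6%. The genes with the smallest p in the passing lists did not pass themselves (adjusted p 0.998). They were Trem2 at 0.89 log2 (SE 0.28), from 1.20 ± 0.78 on LFC to 2.08 ± 0.87 on HFC (SD, n = 10 each), Acly at -1.15 (SE 0.43), Bmp3 at 1.51 (SE 0.35), Col6a2 at 0.81 (SE 0.36) and Aurkb at 0.97 (SE 0.40).

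For the mean of the KAL-1 doses against HFC 6 lists passed by camera. These were adipocyte at 0.40 log2 (adjusted p 5.36e-05, 14 of 14 genes and 5 of 6 weeks higher), de novo lipogenesis at 0.29 (0.0178, 13 of 15 genes and 4 of 6 weeks), oxidative phosphorylation at 0.34 (1.86e-05, 20 of 22 genes and 5 of 6 weeks), extracellular matrix at -0.28 (0.00291, 2 of 18 genes and 1 of 6 weeks higher), cell cycle at -0.41 (2.41e-07, 2 of 16 genes and 1 of 6 weeks higher) and immediate early at -0.48 (0.0177, 0 of 12 genes and 2 of 6 weeks higher). The others were macrophage (-0.02, adjusted p 0.864), fat pad expansion (0.10, 0.864), cholesterol synthesis (0.0063, 0.785) and circadian clock (-0.22, 0.103). The macrophage list had a negative median and mean and a positive test direction, and the cholesterol synthesis list a positive median and a negative mean and test direction. Under fry 0 lists passed, and with an estimated correlation the cell cycle list passed (0.0424). Median scaling moved the median of all probes from -0.02 to 0.31, and relative to it the macrophage list lay at 0.04, the extracellular matrix list at -0.21 and the circadian clock list at -0.16, while their unadjusted medians were 0.36, 0.10 and 0.15. Under quantile scaling the median of all probes was 0.10, the adipocyte (adjusted p 0.0586), de novo lipogenesis (0.396) and oxidative phosphorylation (0.0586) lists did not pass, and the circadian clock list did (0.0441). The adjusted p over all alternatives ranged over 5.92e-06 to 0.724 for adipocyte, 0.00307 to 0.913 for de novo lipogenesis, 4.87e-08 to 0.724 for oxidative phosphorylation, 9.71e-07 to 0.724 for extracellular matrix, 4.16e-09 to 0.118 for cell cycle and 6.10e-06 to 0.913 for immediate early.

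Single weeks decided several of these calls. The immediate early list did not pass without week 6 (adjusted p 0.222), week 9 (0.0628), week 12 (0.462) or week 18 (0.0864). Extracellular matrix did not pass without week 3 (0.0842) or week 9 (0.0628), and de novo lipogenesis did not without week 6 (0.144) or week 12 (0.628). The macrophage and inflammation list was at -0.16 and passed without week 6 (0.0420), and at 0.13 and passed without week 12 (0.0318). The circadian clock list passed without week 15 (0.0448). In the exact permutation test over all assignments of the HFC label within weeks (two-sided) the smallest p was 0.0276, for the circadian clock list (1 of 6 weeks higher, adjusted p 0.276), and no list passed. The genes with the smallest p in the passing lists did not pass (adjusted p 1.00): Pparg at 0.53 log2 (SE 0.32), Tkt at 0.38 (SE 0.32), Uqcrc1 at 0.57 (SE 0.36), Col5a2 at -0.70 (SE 0.38), Aurkb at -1.10 (SE 0.36) and Egr2 at -1.07 (SE 0.59).

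For the late against early difference of the diet effect, camera passed 8 lists, with these medians relative to the median of all probes: adipocyte -0.92 (adjusted p 0.00161), de novo lipogenesis -0.98 (0.00333), extracellular matrix 1.09 (5.44e-07), oxidative phosphorylation -0.34 (0.0408), cholesterol synthesis -0.82 (0.000401), cell cycle 0.58 (0.00961), circadian clock 0.42 (0.00961) and immediate early 2.37 (1.56e-09). The macrophage list (-0.07 relative, 0.08 unadjusted, adjusted p 0.703) and fat pad expansion (-0.16 relative, -0.02 unadjusted, adjusted p 0.312) did not pass, and the macrophage list had a positive median and mean and a negative test direction. No list passed under fry or with an estimated correlation. Without day 14 only 4 lists passed, with adipocyte (adjusted p 0.1003), de novo lipogenesis (0.0567), oxidative phosphorylation (0.132) and cell cycle (0.196) lost, and without week 12 only 5, with de novo lipogenesis (0.1001), oxidative phosphorylation (0.943, unadjusted median 0.24) and cell cycle (0.1002) lost. The cell cycle list was also lost without week 0 (0.178) and without the LFC week 3 and HFC week 12 arrays (0.132). Oxidative phosphorylation was also lost without day 10 (0.108), week 0 (0.0582), week 9 (0.0714), week 15 (0.1003) or week 18 (0.0659). Fat pad expansion passed under quantile scaling (0.0499) and without the LFC week 3 and HFC week 12 arrays (0.0170). The adjusted p over all alternatives ranged over 1.46e-05 to 0.634 for adipocyte, 3.02e-06 to 0.686 for de novo lipogenesis, 2.54e-11 to 0.144 for extracellular matrix, 0.000146 to 0.943 for oxidative phosphorylation, 8.25e-05 to 0.634 for cholesterol synthesis, 9.99e-08 to 0.599 for cell cycle, 0.00452 to 0.0535 for circadian clock, 6.06e-13 to 0.188 for immediate early and 0.0170 to 0.901 for fat pad expansion. The exact permutation test over 210 splits (two-sided) gave p 0.0143 for circadian clock (adjusted p 0.143) and 0.0381 for immediate early (adjusted p 0.190).

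Within LFC, late against early, 4 lists passed: macrophage at 0.63 log2 (0.00240, 17 of 22 genes higher), extracellular matrix at -1.12 (3.82e-05), oxidative phosphorylation at -0.59 (0.0181) and cell cycle at -2.26 (4.12e-35, 2 of 16 genes higher). The cell cycle list also passed under fry (0.00158), with an estimated correlation (0.0258) and in the exact permutation test (p 0.00433, adjusted p 0.0433), and the other 3 did not. Oxidative phosphorylation did not pass under quantile scaling (0.250) or without day 1 (0.220), day 6 (0.490), week 3 (0.285) or week 6 (0.167), and macrophage and inflammation did not without week 15 (0.0649). De novo lipogenesis passed without day 14 (0.0144), and without week 12 so did de novo lipogenesis (0.00427), cholesterol synthesis (0.00692) and immediate early (0.00226). The adjusted p over all alternatives ranged over 0.000133 to 0.882 for macrophage and inflammation, 1.04e-09 to 0.489 for extracellular matrix, 0.00014 to 0.882 for oxidative phosphorylation, 2.92e-42 to 0.00158 for cell cycle, 0.00427 to 0.943 for de novo lipogenesis, 0.00692 to 0.943 for cholesterol synthesis and 0.00226 to 0.943 for immediate early. The others were adipocyte (-0.21, 0.734, with a positive test direction), de novo lipogenesis (-0.67, 0.260), fat pad expansion (0.13, 0.668), cholesterol synthesis (-0.48, 0.412), circadian clock (0.06, 0.281) and immediate early (0.26, 0.428). Fat pad expansion was at -0.10 under quantile scaling and -0.06 under median scaling, circadian clock at -0.01 under quantile scaling and immediate early at -0.04 under median scaling.

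To ask whether KAL-1 moved genes against the diet effect, the diet effect at 3 weeks was correlated with the KAL-1 effect at the other 3, so that no HFC array entered both sides. Across 15176 genes, which are not independent replicates, Pearson's r averaged 0.555 over both directions (0.648 and 0.461), with an exact permutation p of 0.00317 over all assignments of the HFC label (two-sided). A reversal of the diet effect would give a negative r. In simulated data, a KAL-1 effect of -0.5 times the diet effect gave r of -0.227 to -0.189, and no effect gave -0.0234 to 0.00838. The value rests on the weeks of the LFC week 3 and HFC week 12 arrays: without weeks 3 and 12, r was 0.0955 (exact p 0.418 over 256 assignments, 22389 genes), the alternative that moved it most. Over the same weeks and with a shared HFC array, the diet and KAL-1 effects correlated across genes at -0.325, where unchanged groups gave -0.611 in simulation. The effects of HF5 and HF20 correlated at 0.0501, of HF5 and HF75 at 0.319 and of HF20 and HF75 at 0.448, where unchanged groups gave 0.501, so none of the dose effects shared more than the common control array gives.

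The study's fold threshold was applied to single pairs of arrays, without a test. Between 1900 probes (week 0, 1050 higher and 850 lower on HFC) and 19879 probes (week 3, 8627 and 11252) differed by at least 2-fold. The totals were 3276 at day 6, 12623 at day 10, 12371 at day 14, 5691 at week 6, 3634 at week 9, 16570 at week 12, 8016 at week 15 and 4115 at week 18. Between week 0 and day 14, which the study treats as the same stage, 9436 probes differed on LFC and 12210 on HFC. The day 10 and day 14 counts between diets lay near or somewhat above these. Some of these pairs also differed in the epididymis list. It lay at 1.43 on LFC and -3.28 on HFC at day 10, and at -0.06 and -5.865 at day 14. At week 0 it lay at -5.54 on LFC and -5.42 on HFC, so the week 0 and day 14 arrays differed in it on LFC and little on HFC. Whether epididymis adds to the counts was not tested. The week 0 and day 14 arrays were scanned in different periods, whereas the day 10 and day 14 pairs each lie within 1 scan date. The differences within a diet thus include any effect of scan period and are no clean measure of the spread between arrays. The direction depended on the scaling. Week 3 had 13759 higher and 3809 lower under quantile scaling, week 12 had 10697 and 5873 in the values reported and 4170 and 12371 under quantile scaling, day 10 had 4292 and 8331 against 6358 and 6003, and week 15 had 6424 and 1592 against 3817 and 2531. Counting only probes well above background on both arrays moved the totals most, to 13057 at week 3 and 820 at week 0.

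**Figure D3:**
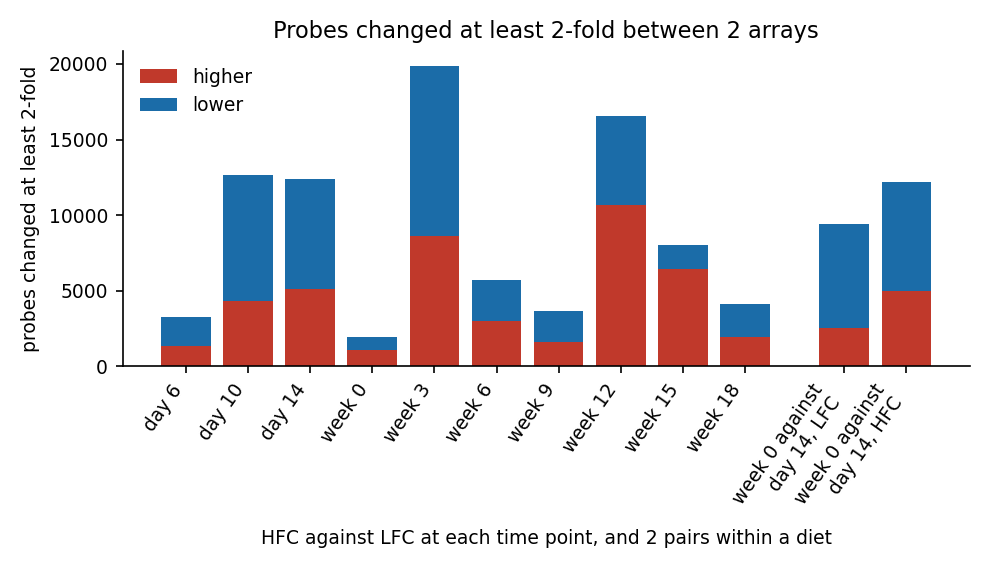
Number of probes at least 2-fold higher or lower (y axis) on HFC than on LFC at each time point, and at week 0 against day 14 within LFC and HFC (x axis). The week 3 and week 12 pairs, with 19879 and 16570 probes, hold the LFC week 3 and HFC week 12 arrays.

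The study searched paths of perturbed processes in liver, and the genes of 18 path steps (78 genes here) were compared with 10000 random lists of like expression at the same time point. The median absolute difference between HFC and LFC lay above the 95th percentile for 3 lists and below the 5th for 1, and the median percentile was 67.2. The 3 were path 1 at week 3 (percentile 96.2), path 2 at week 3 (99.7) and path 1 at week 9 (97.4, 1 gene). Under quantile scaling the week 3 lists fell to 20.8 and 30.5 while path 1 at week 9 stayed above the 95th percentile (97.5). Paths 1 and 2 at week 15 newly lay above it (97.2 and 97.1). Averaging the probes of a gene gave 4 lists, and path 1 at week 3 fell to 50.3. Path 2 at week 3 (98.9) and path 1 at week 9 (97.8) stayed above. Path 2 at day 14 (98.0) and path 2 at week 15 (96.3) newly lay above.

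Lists of genes of other tissues and of sex were read on the 37 arrays as a measure of what the samples held. The male list (4 genes) had medians of -1.43 to -0.25 and the female gene Xist -9.39 to -5.91, and Xist was well above background on fewer arrays than not. The epididymis list ranged from -8.54 to 2.87 (median -6.01), testis from -7.96 to 0.03 (-5.05), skeletal muscle from -4.63 to -0.27 (-3.26), liver from -6.48 to -2.59 (-4.91), lymphoid from -5.00 to 0.55 (-2.94), brain from -6.15 to -3.50 (-4.50), brown fat from -5.69 to -1.69 (-3.50), blood from -0.63 to 4.60 (1.86), pancreas from -7.95 to -3.91 (-6.03) and mesothelium from -5.97 to 1.62 (0.22). The visceral depot list ranged from -8.09 to 1.07 and the subcutaneous depot list from -8.84 to -0.92. At least as many arrays as not had well above background 9 of 18 epididymis genes, 9 of 14 testis, 10 of 12 muscle, 8 of 11 liver, 10 of 11 lymphoid, 6 of 10 brain, 7 of 10 brown fat, 4 of 5 blood, 3 of 8 pancreas, 10 of 10 mesothelium and 4 of 4 male genes.

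**Figure D4:**
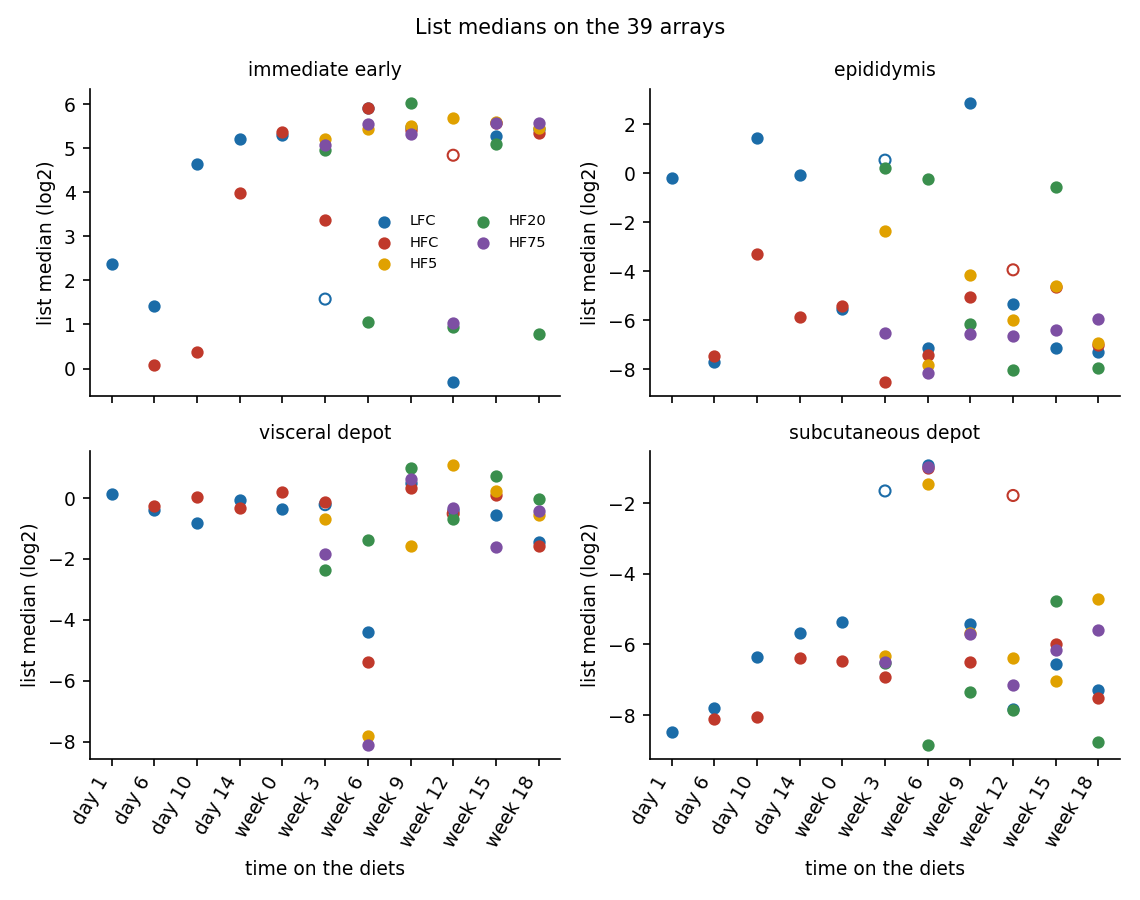
Median normalised log2 signal (y axes) of the immediate early, epididymis, visceral depot and subcutaneous depot lists on each of the 39 arrays by time point (x axis), coloured by diet, with the LFC week 3 and HFC week 12 arrays as open circles. On the week 6 arrays other than HF20 the visceral list lies at -8.09 to -4.41 and the subcutaneous list at -1.46 to -0.92.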

Values the study reported

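The study reports 40628 probes for 29411 gene symbols on its arrays and a matrix of 19303 genes at 10 time points for the liver. Its enrichment step tested 816 processes, which cover 10346 genes. It compared the liver data with 39 other temporal datasets. More processes were perturbed on days 1, 35, 56 and 98 than on the other days.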

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

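In this part, the tests of RNA from another tissue, grid placement, neighbouring spots, background, mesothelium removal, scan date of the depot pattern, slide, scan date and epididymis for the immediate early genes, and skeletal muscle were chosen only after the result was seen. The tests of genomic DNA, of fat of another depot and of the splits were written before their results were known. Single arrays were screened within diets by Dixon's test on 29 measures in 4 diets (116 tests), which marks about 1 in 20 by chance, and 20 were marked. The design puts each array in a diet and time point, and where no explanation of a pattern is named below from these, no biological explanation was tested.

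The HFC week 12 array was far from the other HFC arrays in its percent of spots well above background (94.5), its outlier spots (10531), its median Spearman correlation (0.801) and its Xist signal (-5.59). The LFC week 3 array, in a group of 11 that Dixon's test does not cover, was farther out. On both, the median of the 13838 probes that are dim on the other arrays was raised. The tables argue against 5 explanations as the whole cause. Labelled genomic DNA would put X-linked dim probes 1 log2 below autosomal ones in male mice, and the lower of the arrays was at -0.0945. RNA from another tissue would raise some dim probes and not others, while the median of olfactory receptor probes was raised by at least 4.11 log2, close to that of the dim probes (5.10 and 4.56). A grid placed on the wrong spots would lose the correlation with the other arrays at no shift, which was at least 0.557 against at most 0.00607 for any other shift. Light from bright neighbouring spots would relate dim spots to their neighbours, and the higher rho was -0.00163. A higher background would raise negative control spots as much, and dim probes lay at least 4.61 log2 above them. The dim probes of the 2 arrays correlated with each other at a Spearman rho of 0.703, against 0.429 for the median of 50 other pairs. What raised them stays open, and no biological explanation was tested.

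The week 6 arrays other than HF20 stood apart in depot genes. Marked values were mesothelium -4.19 and visceral depot -5.38 on HFC, mesothelium -5.57 and visceral depot -7.79 on HF5, and visceral depot -8.09, subcutaneous depot -0.97 and epididymis -8.15 on HF75. The LFC week 6 array showed the same pattern. On these 4 arrays the visceral list lay at -8.09 to -4.41 (the other 33 arrays at -2.35 to 1.07) and the subcutaneous list at -1.46 to -0.92 (the others at -8.84 to -4.71). Scan date as the cause is argued against by the HF75 array, at -8.093 in the visceral list though scanned with the HF20 array, which was at -1.36. Removal of the mesothelium alone is argued against by the subcutaneous list, which was raised to at least -1.459. Upk3b, Lrrn4 and Muc16 were well above background on 0 of the 4 arrays and on 33 of the 33 others, and Tbx15 was at least -1.46 on the 4 and at most -4.71 on the others. Fat of another depot could give this pattern. The test set in advance asked that both of a second pair of lists stand apart from every other array. In the second subcutaneous list they did, with 0 of the 33 other arrays at or above the lowest of the 4. In the second visceral list all 4 lay below the median of the others (-1.31), but 10 of the 33 lay at or below the highest of the 4, so that list does not set them apart. Fat of another depot stays open as a hypothesis, and none of these lists argues against it. Of the first lists the tissue expresses 5 of 5 visceral and 2 of 5 subcutaneous genes on at least as many arrays as not, and of the second lists 5 of 7 and 3 of 5.

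The HF75 week 12 array was marked for its 75th percentile (1472), cholesterol synthesis (0.16), immediate early (1.04) and skeletal muscle (-0.27) lists. Skeletal muscle was also marked on HFC week 6 (-0.58) and HF5 week 12 (-1.55). Of the 12 muscle genes at least 8 lay above every other array of the diet on each of the 3 arrays. Ckm was highest on all 3, while Acta1 was highest on HFC week 6 alone (2.60 against 0.55). Skeletal muscle carried over with the fat pad may give this, but its abundant genes moved apart, and muscle and another source cannot be told apart for these arrays. The tissue expresses 10 of the 12 genes on at least as many arrays as not.

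Immediate early list medians fell into a low set of 9 arrays (-0.31 to 2.38) and a high set of 28 (3.37 to 6.03), with 10 arrays low under quantile scaling and normexp. Slide or scan date is argued against as the cause by arrays of 1 slide that differed by up to 4.733 log2. Epididymis carried over is argued against because 5 of the 9 low arrays lay below the epididymis median of -6.01. What separates the sets stays open, and no biological explanation was tested.

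The remaining marked values were testis -3.05 on HFC week 15, 123 outlier spots on HF5 week 15 and a median correlation of 0.897 on HF5 week 9. For these no explanation was tested, and chance alone marks about 1 in 20 of the 116 tests.

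The diet effect differed between early and late time points in 8 lists by camera with the preset correlation. Their unadjusted medians over genes, late minus early, were -0.78 for adipocyte, -0.84 for de novo lipogenesis, 1.24 for extracellular matrix, -0.20 for oxidative phosphorylation, -0.67 for cholesterol synthesis, 0.72 for cell cycle, 0.56 for circadian clock and 2.51 for immediate early. By the list median per pair they were -0.73, -1.205, 1.25, -0.18, -0.95, 0.19, 1.13 and 2.87, in that order. The cell cycle difference was thus much smaller by that measure (exact permutation p 0.743). Fat pad expansion was at -1.83 by it (exact p 0.0905), against -0.02 as the median over genes. None of the 8 lists held under fry, with an estimated correlation or in the exact permutation tests after adjustment. For single probes the real count was 0, so that 100 of 100 regroupings of the time points gave as many by construction, which says nothing about chance. The early diet effect includes days 10 and 14, and the late one the LFC week 3 and HFC week 12 arrays. The late one also includes the LFC week 12 array, in the diet that Dixon's test does not cover. Of the other 37 arrays it lay highest in de novo lipogenesis (5.71), oxidative phosphorylation (5.67) and cholesterol synthesis (2.04). It lay lowest in extracellular matrix (0.85) and immediate early (-0.31), where HFC week 12 was at 4.84. A change of the diet effect with time on the diet stays open as an untested explanation.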

How the results depend on the processing

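The alternatives without the LFC week 3 and HFC week 12 arrays, without weeks 3 and 12 in the cross-fitted correlation, with outlier spots kept, with week 0 alone against weeks 3 to 18, without week 3 or week 6 for the lymphoid list, and all those of the gene lists late against early, were chosen after the data were seen. The other 114 were fixed in advance. Of 168 alternatives to the 8 counts of passing probes, 150 stayed within 1.5 times the count and 18 moved. All of these counts but that of change within LFC were 0, and a 0 that stayed 0 was scored as unmoved. Most of the 18 were alternatives to the change within LFC. Of 573 alternatives to the 31 named probes, 526 kept the direction and the side of the threshold and 47 kept the direction but no longer passed, all of these in change within LFC. Of 583 alternatives to the 44 list results, 483 kept both, 70 no longer passed, 16 newly passed, 10 moved and 4 reversed in the direction of the test. All 219 alternatives to the 11 named genes of passing lists kept both. These genes did not pass to begin with, so keeping the side of the threshold means that they did not pass.

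The count of 0 for HFC against LFC over 10 time points was 0 in every alternative except the methods' t-test at p under 0.05, with 383. The other comparisons of diets, of doses and of the change in the diet effect kept 0 in every alternative that was run, except the mean of the doses, which was 0 to 1 when a week was left out (1 without week 3). For these 7 comparisons the real count was 0, so every regrouping gives at least as many by construction and the regroupings say nothing about chance: 100 of 100 for HFC against LFC over 10 time points, 32 of 32 for each of HFC against LFC, HF5, HF20 and HF75 over weeks 3 to 18, 100 of 100 for the mean of the doses and 100 of 100 for the change in the diet effect.

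The 149 probes of the comparison late vs early within LFC were 66 with normexp and quantile scaling, 67 with quantile scaling, 78 with median scaling, 324 with array weights, 82 with outlier spots kept and 0 for a linear trend over days, and the cause was not tested. With probes well above background on every array the count was 40, where 15302 probes were tested in place of 30418. Leaving out 1 time point gave 50 (without day 6) to 213 (without week 3), and leaving out an array takes 1 of 11. Of 100 regroupings of the 11 arrays 2 gave at least 149 probes, the real one included, a share under 0.05, so chance can be excluded at that level only, and the real grouping did not give the most. The other, with days 1, 6, 10 and 14 and weeks 3 and 12 against the rest, gave 424. It holds all 4 arrays of the later scan period, with weeks 3 and 12 added from the other, so it follows the scan period in part. A further regrouping, with week 0 in place of week 12 among the late arrays, gave 115. Within the earlier scan period, with week 0 alone against weeks 3 to 18, the count was 0 with 1 early array in place of 5, while 149 of the 149 probes kept their direction. The alternative with slide as a random block was not run for change within LFC, because no slide held more than 1 LFC array. The estimated slide correlation was negative in the other fits (-0.864, -0.180 and -0.928).

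The number of passing lists for HFC against LFC was 5, and it was 3 without the LFC week 3 and HFC week 12 arrays, 0 under fry and 3 to 6 when a time point was left out (3 without day 10 or week 18, 6 without week 3). Without those 2 arrays the macrophage, extracellular matrix and cell cycle lists were lost, and immediate early newly passed at -0.97 (adjusted p 4.04e-05). The immediate early list of the diet effect, at -0.29 over all time points, was at 0.26 without day 10. For KAL-1 the number of passing lists was 6, and 0 under fry, 4 under quantile scaling, 5 without the 2 arrays named above and 4 (without week 9) to 7 (without week 15) when a week was left out. Without those 2 arrays the macrophage list of KAL-1 newly passed at 0.14 and cholesterol synthesis at -0.26 (both adjusted p 0.0208), while other lists were lost, as given below. For the late against early difference of the diet effect the number was 8, and 0 under fry and 4 (without day 14) to 8 when a time point was left out. Within LFC it was 4, and 1 under fry and 3 to 7 (without week 12) when a time point was left out. Fry allows for the correlation between the genes of a list, and the cause of the difference was not tested further. The oxidative phosphorylation list of the diet effect was at -0.16 to 0.40 when a time point was left out, -0.16 without week 3 (adjusted p 0.0456, range over alternatives 0.00386 to 0.924). For KAL-1 the macrophage list was at -0.16 to 0.13 when a week was left out, -0.16 without week 6 (adjusted p 0.0420, range 0.0208 to 0.989). The oxidative phosphorylation list of KAL-1 shrank from 0.34 to 0.11 without week 12 (adjusted p 0.0462) and to 0.064 without the LFC week 3 and HFC week 12 arrays, where it no longer passed (0.135, range 4.87e-08 to 0.724). Without the same 2 arrays, the de novo lipogenesis list of KAL-1 shrank from 0.29 to 0.010 with the test direction turned, and the immediate early list changed sign to 0.012 (both adjusted p 0.913, ranges 0.00307 to 0.913 and 6.10e-06 to 0.913), and the extracellular matrix list of the diet effect was at -0.03 (0.736, range 5.75e-07 to 0.736). For each of these the cause was not tested.

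The median over time points of probes changed at least 2-fold was 6853.5, and 4046 when only probes well above background on both arrays were counted, which are fewer probes. It was 5983 under quantile scaling. The number of liver path lists above the 95th percentile was 3, and 4, in part other lists, when the probes of a gene were averaged. The cross-fitted correlation was 0.555 and stayed at 0.397 to 0.610 under 3 alternatives, while without weeks 3 and 12 it was 0.0955 (exact p 0.418). Signal over background limits the bounds given for dim probes and the number of probes that can be tested.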

Other observations

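In this part, the test of the cross-fitted correlation without weeks 3 and 12 and the lymphoid values on HFC and without single weeks were chosen only after the result was seen. The tests of scan period, of time and of lymph node on LFC were written before their results were known.

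Immunoglobulin probes were higher late than early on the low fat diet and cell cycle genes were lower. The arrays of days 1 to 14 were scanned in a later period than the others. The week 0 array belongs to the early group and to the scan period of the late arrays, and on LFC it lay 0.381 log2 above the mean of days 1 to 14 for the immunoglobulin probes and -0.113 from it for the cell cycle list. This argues against scan period as the whole cause. On HFC, week 0 minus days 6 to 14 was 0.844 and -1.07, between the early and the late values. The HFC arrays, which are other arrays, gave late minus early differences of 2.155 for the immunoglobulin probes (exact permutation p 0.0429, two-sided) and -1.899 for the cell cycle list (exact p 0.00476), so time rather than the single LFC arrays is a candidate explanation. Without the HFC week 12 array the immunoglobulin difference on HFC was 2.07 and no longer past the threshold (exact p 0.0714), and the cell cycle difference was -2.03 (exact p 0.00794). Under quantile, median and normexp scaling the differences were 1.54 to 3.34 and -2.46 to -1.83 on LFC, and 0.69 to 1.90 and -2.15 to -1.55 on HFC. The change may follow the age of the mice, which the time points carry and which no test here separates from time on the diet.

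A lymph node carried over with the fat pad could also raise the immunoglobulin probes late. The lymphoid list without the joining chain rose by 1.759 log2 late against early on LFC (exact permutation p 0.0152, two-sided, 10 genes), and by 0.66 to 1.46 under quantile, median and normexp scaling. LFC week 6 lay highest, at 0.27, and without week 6 the rise was 1.32 (exact p 0.0238). On HFC the lymphoid list differed by 0.43 late against early (exact p 0.510), where the immunoglobulin probes rose too, so a rise of the lymphoid list there was not shown. The LFC values do not separate a lymph node from a rise of lymphoid cells within the fat. The tissue expresses 10 of the 11 lymphoid genes on at least as many arrays as not.

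The cross-fitted correlation of the KAL-1 effect with the diet effect was above 0, the opposite of a reversal. The LFC week 3 and HFC week 12 arrays are a candidate cause: without weeks 3 and 12 the correlation was 0.0955 (exact permutation p 0.418). Leaving out 2 of 6 weeks also lowers the precision.

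As a value only, the liver list lay at 1.78 on the LFC week 3 array and at -6.48 to -2.59 on the other 37 arrays. The deviation of an array from the mean of its diet correlated across probes between the LFC and HFC arrays of a time point at 0.827 on day 6, 0.107 on day 10, 0.0931 on day 14, 0.678 at week 0, -0.282 at week 3, 0.459 at week 6, 0.676 at week 9, -0.484 at week 12, 0.401 at week 15 and 0.623 at week 18. Probes are not independent replicates.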
